A study of Mus musculus with 12 samples. Its data were reported in "ALKBH5 controls the meiosis-coupled mRNA clearance in oocytes by removing the N 6-methyladenosine methylation" (2023).

How the data were processed

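Messenger RNA of mouse oocytes was sequenced in 12 libraries, 2 for each of 6 groups formed by 2 genotypes and 3 stages of meiotic maturation. According to the study's methods, small pools of denuded oocytes were lysed and an ERCC mix, a set of synthetic RNAs of known amount, was added to each tube before reverse transcription. Polyadenylated RNA was then converted to full-length cDNA with a template-switching protocol of the SMART-seq type and amplified by PCR. The extraction protocol given with the samples describes a different, bulk RNA preparation, so the protocol actually used for these libraries is not settled by the descriptions.

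The deposited values are counts, whole numbers of reads per gene and library, with no normalization, and the ERCC sequences are listed beside the genes. According to the methods, the authors trimmed reads with Cutadapt, aligned them with Hisat2 to the mouse genome GRCm38 joined to the ERCC sequences, kept uniquely mapped reads with SAMtools and passed them to StringTie. Versions are given for Cutadapt, Hisat2 and SAMtools. Those of StringTie and DESeq2, the gene annotation release used for these libraries, the use of strand and the step that produced whole-number counts were not found in the text. The authors kept transcripts above a minimum FPKM, an expression value scaled to transcript length and depth, and compared groups with DESeq2. Unique mapping lowers the counts of genes with near-identical copies elsewhere in the genome, and PCR amplification without molecular identifiers means that counts are not independent molecules.

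The table held 56691 genes and 92 ERCC sequences. Gene symbols were taken from a table of Ensembl gene identifiers and matched 52073 genes (91.9%), which carried at least 99.4% of the endogenous counts of every library. Positions are those of GENCODE M21 on GRCm38, the build named in the methods, and are counted from 1. Some identifiers in the deposited table are newer than that annotation. Where a symbol belonged to more than 1 identifier, the identifier with the higher mean count was used.

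Libraries were grouped by genotype and stage as labelled. Total counts, in units of 1e6, ranged from 28.6 to 40.2 per library, and between 221927 and 838409 counts of a library fell on ERCC sequences. The number of molecules behind these counts is not known, so the depth does not bound the sampling error, and some genes had 0 counts in 1 library and well above 0 in the other of a group.

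Each comparison was fitted to the counts of the groups it names with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3). Library sizes were set in proportion to the summed ERCC counts, as the study scaled its libraries. Genes were kept by the filterByExpr function of edgeR with the compared groups. A gene was counted as different when its p-value, adjusted over all tested genes by the Benjamini-Hochberg method, was under 0.05 and its absolute log2 fold change was at least 1. All tests were two-sided. There were 9 such comparisons: KO against WT at each stage, MII against GV and GVBD against GV in each genotype, the genotype difference in the GV to MII change as an interaction term, and KO against WT over all stages with stage as a covariate. Standard errors were derived from the log2 fold change and the square root of the F statistic.

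The 2 gene sets were defined by symbol. The ribosomal protein set held genes named Rpl or Rps with a number, plus Rplp0, Rplp1, Rplp2 and Rpsa, without pseudogenes. The oxidative phosphorylation set held genes named Nduf, Sdh, Uqcr, Cox4 to Cox8 or Atp5. Each was tested with camera (limma 3.58.1) on the same edgeR object with an inter-gene correlation of 0.01, and the 4 resulting p-values were adjusted together, within each setting. Crossed numbers were fitted for MII only, where 2 p-values were adjusted. Similarity between libraries was computed on log2 counts after TMM scaling with a pseudocount of 0.5, over 13273 genes with a mean of at least 50 counts.

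The groups, the tests, the rule for named genes and the alternatives were fixed before the data were examined, apart from the crossed numbers, the estimated inter-gene correlation and the pairing of either set test with TMM scaling, which were added later. The genes named are 18 genes discussed in the study, and up to 3 genes with the highest and 3 with the lowest log2 fold change for each genotype comparison. The latter had to pass the threshold, reach the median expression and carry a symbol other than a Gm number, a Rik name or an Ensembl identifier, and for comparisons of 2 groups their scaled counts could not overlap between the groups. Alternatives were TMM or median-of-ratios scaling, ERCC sequences with at least 10 counts in every library, no filter on low counts, only genes with at least 10 counts in every library, the DESeq2 1.42.0 Wald test, all 12 libraries in one model, no fold minimum, the fry rotation test for gene sets, a replicate block and leaving out each library in turn.

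The pairing of libraries comes from the replicate numbers in their titles. Whether libraries with the same number deviated together was checked on log2 counts after TMM scaling. Across 13273 genes, the difference between replicates 1 and 2 in one group was correlated with that in the other. Where this correlation was under -0.1, a block with crossed numbers was also fitted. The correlation cannot show a shift of all genes together, and on the spike-in scale replicate 2 was the lower in every group. It therefore does not decide between same and crossed numbers for spike-in scaled counts. Nothing in the labels says that libraries with the same number share animals.

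The procedure was tested on simulated data with the means and library sizes of the real libraries and 200 genes changed 4-fold. With 2 libraries against 2, among 19409 tested genes, edgeR recovered 101 of the changed genes and made 2 false calls, against 133 recovered and 30 false calls with DESeq2. For the interaction, among 20247 genes, edgeR recovered 51 and made 3 false calls. For KO against WT over all stages, among 20704 genes, it recovered 183 with 6 false calls. The simulated ERCC counts carried no variation between replicates beyond sampling, which the real ones did. A search for gene lists matched on expression and on the WT fall was also tested on 12000 simulated genes. It gave a share under 0.05 for 20 of 20 shifted sets and for 2 of 20 sets without a shift. The set tests were tried on 20 sets of 80 genes shifted by 1 (log2) in KO MII and 20 sets not shifted, for KO against WT at MII with spike-in scaling. With independent genes, camera with the set correlation, camera with the estimated correlation and fry each found 20 shifted sets, and called 2, 0 and 1 unshifted sets. When the genes of a set also shared a random shift per library with an SD of 0.5, they found 19, 1 and 2 shifted sets and called 15, 2 and 3 unshifted sets. The published lists of methylated or decayed transcripts were not used here.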

Results

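To follow the maternal transcriptome in the absence of the RNA demethylase ALKBH5, RNA of WT and *Alkbh5*−/− (KO) mouse oocytes was sequenced at 3 stages of meiotic maturation. By their labels these were the germinal vesicle (GV) stage of arrested oocytes, germinal vesicle breakdown (GVBD) at the resumption of meiosis, and metaphase II (MII) at its second arrest. The study took samples by time in culture, and reports that most KO oocytes did not reach GVBD and few released a polar body. Whether KO oocytes were chosen by stage before pooling was not found in its text. KO GVBD and MII libraries may therefore hold oocytes at earlier stages, and KO against WT differences there may partly reflect stage. Each genotype and stage had 2 libraries, each made from a pool of oocytes. Endogenous and ERCC spike-in counts together, in units of 1e6, reached a mean of 32.3 per library for WT GV, 34.5 for WT GVBD and 38.9 for WT MII. In KO the means were 32.1 at GV, 33.2 at GVBD and 33.6 at MII. Between 19837 and 24436 genes received at least 1 count in a library, and the lowest number belonged to KO MII replicate 2.

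The targeted gene was examined first. *Alkbh5* (ENSMUSG00000042650, GRCm38 chromosome 11, 60536381 to 60558512, plus strand) received 5355 and 6031 counts in WT GV, 10181 and 5434 in WT GVBD, and 7005 and 6266 in WT MII. In KO it received 143 and 74 counts at GV, 54 and 113 at GVBD, and 94 and 71 at MII. The difference held the same sign in every library. By edgeR with Benjamini-Hochberg adjustment, the log2 fold change of KO against WT was −5.41 ± 0.52 (SE) at GV (adjusted p = 0.046), −6.43 ± 0.70 at GVBD (adjusted p = 1.26e-05) and −5.89 ± 0.99 at MII (adjusted p = 3.6e-06). With a replicate block the adjusted p at GV was 0.182 at an unchanged direction (log2 fold change −5.52). *Actb*, used by the study as a stable transcript, changed by −0.79 ± 0.49 from GV to MII in WT (adjusted p = 0.23) and by −0.95 ± 0.61 in KO (adjusted p = 0.358), spike-in scaled. Between KO and WT at MII it changed by −0.39 ± 0.83 (adjusted p = 1).

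**Figure D1:**
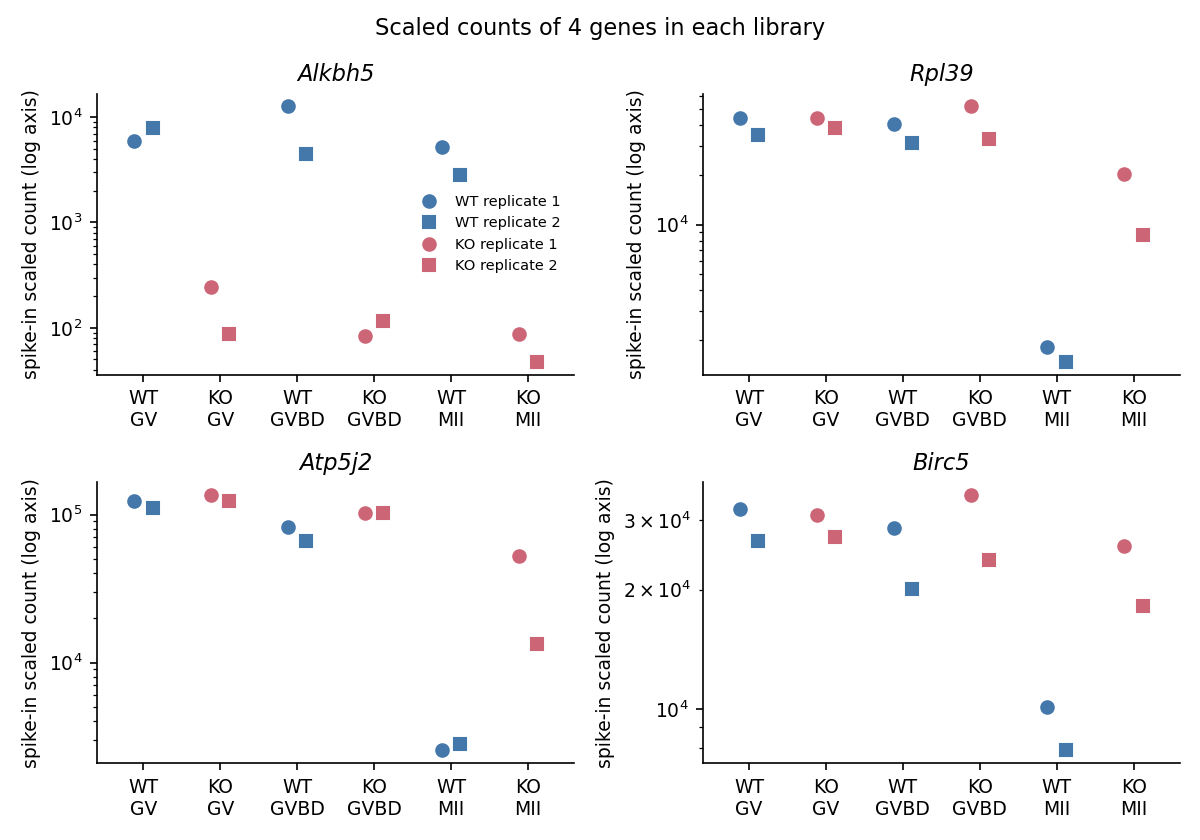
Spike-in scaled counts (log axis) of *Alkbh5*, *Rpl39*, *Atp5j2* and *Birc5* in each of the 12 libraries, with WT in blue, KO in red, circles for replicate 1 and squares for replicate 2. *Alkbh5* is lower in all KO libraries, and the other genes lie higher in both KO MII libraries than in both WT MII libraries.

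Libraries of one group resembled each other about as much as the most similar libraries of different groups, but more than WT and KO libraries of the same stage. Across 13273 genes, the Pearson correlation of replicates was 0.918 for WT GV, 0.921 for WT GVBD, 0.939 for WT MII, 0.955 for KO GV, 0.911 for KO GVBD and 0.89 for KO MII. Between groups it ranged from 0.741 to 0.936. For WT with KO libraries it was 0.885 to 0.912 at GV, 0.843 to 0.886 at GVBD and 0.857 to 0.887 at MII. Each of these values was under both replicate correlations of that stage, at MII only just (0.887 against 0.89). Genes are not independent replicates, so no p-value is attached. The first principal component carried 42.4% of the variance and parted MII from the other stages. WT MII libraries had scores of 117.2 and 107.9 on it, whereas the KO MII libraries were far apart, at 56.7 for replicate 1 and 134.4 for replicate 2. The next component carried 16.3% of the variance and parted the genotypes. On it WT libraries scored from 2.7 to 67.5 and KO libraries from −83.1 to −3.2. The closest were WT GV replicate 1 (2.7) and KO GV replicate 1 (−3.2).

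Next, the ratio of endogenous to spike-in counts was taken as a measure of the polyadenylated RNA pool. This ratio also depends on the number of oocytes in a tube, for which the study's methods and a figure legend give different values. A difference between groups in that number is therefore not excluded. Endogenous counts per spike-in count were 102 ± 4.24 (mean ± SD, n = 2) in WT GV, 93.9 ± 26.3 in WT GVBD and 60.1 ± 18.6 in WT MII. In KO they were 119 ± 11.6 at GV, 110 ± 15.9 at GVBD and 71.3 ± 23.5 at MII. The ratio of MII to GV was 0.59 in WT (0.698 for replicate 1 and 0.475 for replicate 2) and 0.597 in KO (0.688 and 0.491). The fall from GV to MII was thus 41% in WT and 40.3% in KO, a difference far smaller than the spread between replicates. KO exceeded WT by a factor of 1.17 at GV, 1.17 at GVBD and 1.19 at MII, and did so in both replicate numbers at each stage. An exact two-sided sign test over these 6 pairs, chosen after the values were seen, gave p = 0.0313, the smallest that 6 pairs allow. An exact two-sided permutation of the genotypes within each stage, which ignores the numbers, gave p = 0.185 over 216 arrangements. The median over genes in place of the total moved the MII to GV ratio most, to 0.447 in KO.

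**Figure D2:**
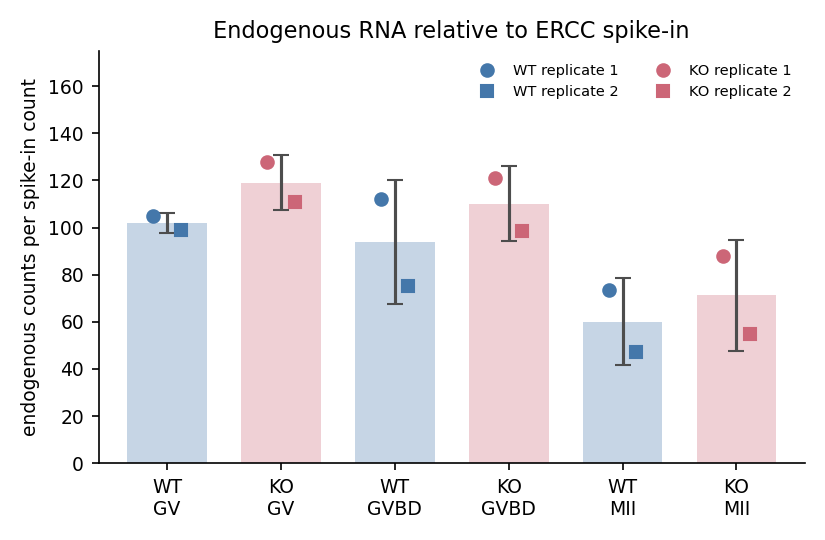
Endogenous counts per spike-in count in each library (points; circles, replicate 1; squares, replicate 2) with the group mean (bars from 0) and SD (error bars, n = 2), WT in blue and KO in red. MII libraries lie lowest in both genotypes, from 47 to 87.9, and replicate 2 lies under replicate 1 in every group.

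The comparison of KO with WT at GV asks whether the transcriptome built during oocyte growth already differs. Of 19452 tested genes, 19 differed by edgeR, 11 higher and 8 lower in KO. The count was unstable: DESeq2 gave 783 genes, the setting that moved it most. After TMM scaling, differences between same-numbered libraries were correlated at −0.22. With spike-in scaling, the replicate block left 0 genes, with 3009 at an unadjusted p under 0.05. A block with crossed numbers gave 218 genes, including all 19. Under spike-in scaling the median gene was shifted by 0.36 (log2) toward KO, against 0.02 under TMM scaling, which gave 8 genes higher and 11 lower. Among named genes, *Mug1*, *Cyp3a11* and *Fam177a* had 0 counts in both WT GV libraries. They were at least 349-fold, 244-fold and 150-fold higher in KO, with adjusted p of 0.0459, 0.0274 and 0.0289 by edgeR. *Cdk20* was lower in KO at GV (log2 fold change −4.56 ± 0.34, adjusted p = 0.0274), although KO GVBD replicate 1 received 14127 counts of it and KO GVBD replicate 2 received 146. A lincRNA known by a clone name was also lower, with a log2 fold change of −3.08. With the block the adjusted p of these 5 genes at GV was 0.167 to 0.182. The lincRNA was also lower at GVBD (−2.82, adjusted p = 0.00689 by edgeR, 0.0142 with the block). At MII it was lower by edgeR (−2.85, adjusted p = 0.0272) but not with the block (adjusted p = 0.111). Over all stages it was lower in both fits (−2.92, adjusted p = 0.000641 by edgeR, 0.000466 with the block). Its counts were 1002 to 4120 in KO and 9943 to 40876 in WT.

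At GVBD, 494 of 19462 tested genes differed by edgeR, 157 higher and 337 lower in KO. The correlation of same-numbered differences was 0.14, and the replicate block gave 214 genes, of which 55 were higher and 159 lower, 211 of them among the 494. TMM scaling left 32 genes, 4 higher and 28 lower, all among the 494, while DESeq2 gave 901, of which 476 were higher and 425 lower. The median gene was shifted by 0.23 (log2) under spike-in scaling and by −0.04 under TMM. Every library of 1 genotype was at or under 3 counts for 125 of the 494 genes (25.3%), against 1.94% of all tested genes. Among named genes, *Trav7n-6* was higher in KO (7.34 ± 0.91, adjusted p = 5.65e-05), with 418 and 587 counts against 0 and 8, and also with the block (adjusted p = 0.00232). *Spsb3* (5.27 ± 1.07, adjusted p = 0.00894) and *Myl12b* (5.20 ± 1.23, adjusted p = 0.0254) were higher mainly through KO GVBD replicate 2, with 881 and 1141 counts against 27 and 42 in replicate 1. Neither passed with the block (adjusted p = 0.213 and adjusted p = 0.303). *Ppbp* (chromosome 5, 90768518 to 90770063), *Krt14* and *Nrgn* had 0 counts in both KO GVBD libraries. They were at least 290-fold, 280-fold and 191-fold lower than in WT, and passed with the block (adjusted p from 0.000438 to 0.000544). Their WT GVBD counts were 1032 and 1132, 1278 and 666, and 732 and 669.

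At MII, where the study looked for transcripts that escape clearance, 141 of 17566 tested genes differed by edgeR, 88 with increased and 53 with decreased abundance in KO. Such numbers do not rank the stages. By edgeR, 3475 genes had an unadjusted p under 0.05 at GV, where 19 were called, and 1286 at MII, where 141 were. Same-numbered differences were correlated at −0.18. The replicate block left 4 genes, 0 higher and 4 lower, with 2519 at an unadjusted p under 0.05. Crossed numbers left 0 genes, with 278 at an unadjusted p under 0.05. TMM scaling gave 43 genes, 23 higher and 20 lower, and median-of-ratios scaling gave 2. DESeq2 gave 341 genes, 257 higher and 84 lower. The median gene was shifted by 0.30 under spike-in scaling and by −0.01 under TMM. For 53 of the 141 genes (37.6%), every library of 1 genotype was at or under 3 counts, against 1.64% of all tested genes. That genotype was WT for 24 of them and KO for 29. *Hint1* (chromosome 11, 54866383 to 54870501) was higher in KO by 4.79 ± 0.83 (adjusted p = 8.75e-06 by edgeR, 0.0595 with the block), with 30525 and 12773 counts against 964 and 1381. *Trnp1* was higher by 5.53 ± 1.2 (adjusted p = 0.00163) and *Ccl2* by 5.13 ± 1.13 (adjusted p = 0.00197), each from at most 40 counts in WT. *Tnnt2* (chromosome 1, 135836354 to 135852260), *Ankrd1* and *Actc1* had 0 counts in both KO MII libraries and were at least 199-fold, 131-fold and 128-fold lower. All 3 also had 0 counts in KO GVBD replicate 1. With the block the adjusted p of these 6 genes ranged from 0.0595 to 0.103.

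**Figure D3:**
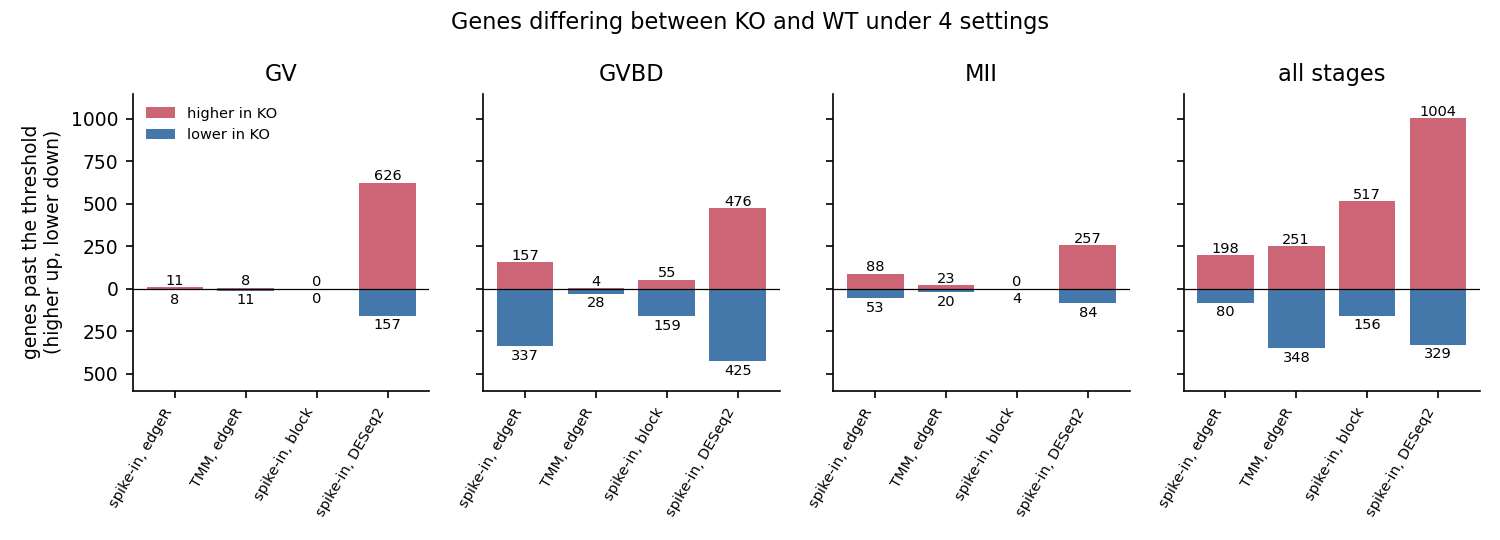
Number of genes past the threshold (adjusted p under 0.05 and at least 2-fold), higher in KO drawn upward in red and lower in KO drawn downward in blue, at GV, GVBD, MII and over all stages under 4 settings. The counts range from 0 at GV with the replicate block to 1004 higher and 329 lower over all stages with DESeq2.

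Over all stages, 6 KO libraries were compared with 6 WT libraries with stage as a covariate. Of 22004 tested genes, 278 differed by edgeR, 198 higher and 80 lower in KO. TMM scaling gave 599 genes with the opposite majority, 251 higher and 348 lower, and shared 243 of the 278. The median gene was shifted by 0.29 under spike-in scaling and by 0.02 under TMM. *Alkbh5* was lower by 5.9 on the log2 scale (−5.90 ± 0.42, adjusted p = 1.61e-05). *Hmgn3* (chromosome 9, 83109948 to 83146685) was higher by 3.02 ± 0.37 (adjusted p = 0.0017), with 340 to 1853 counts in KO and 66 to 147 in WT. *Nat8f3* (3.18 ± 0.69, adjusted p = 0.0411) and *Zscan4e* (2.86 ± 0.54, adjusted p = 0.0221) were also higher, and *Esp4* was lower (−5.34 ± 0.94, adjusted p = 0.0158). *Zscan4e* and *Trav7n-6* belong to families of near-identical genes, so their counts are uncertain. *Krt14* passed the threshold here (−11.17 ± 1.23, adjusted p = 0.013) although its counts came only from the 2 WT GVBD libraries.

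The change across maturation was then assessed within each genotype. The libraries were made from polyadenylated RNA. The study reports that poly(A) tails shorten during maturation in WT oocytes and that this was impaired in KO. A fall in counts may thus partly reflect shorter tails rather than loss of RNA, which these counts cannot separate. In WT, 5821 of 18816 tested genes differed between MII and GV by edgeR, 74 higher and 5747 lower at MII. In KO, 616 of 18777 genes differed, 1 higher and 615 lower. The numbers called do not compare the genotypes, because like ratios of change to SE gave unlike p-values in the WT and KO fits. By edgeR, *Rps13* in WT (−4.58 ± 0.55) had an unadjusted p = 1.4e-16, and *Tnnt2* in KO (−11.79 ± 1.42) an unadjusted p = 1.35e-05. Same-numbered differences were correlated at 0.03 in WT and 0.05 in KO, and the replicate block gave 4973 and 2462 genes. The spike-in scaled median gene fell by 1.06 (log2) in WT and by 1.17 in KO. After TMM scaling, which sets the typical gene near 0 (median −0.22 in WT and −0.14 in KO), WT had 1329 genes higher and 3193 lower, and KO had 217 higher and 689 lower. From GV to GVBD, 10 of 19566 genes differed in WT, 8 higher and 2 lower, and 42 of 19064 in KO, 7 higher and 35 lower. The correlations were 0.08 and −0.05. The block gave 182 genes in WT with the opposite majority, 74 higher and 108 lower, and 16 in KO. DESeq2 gave 115 higher and 256 lower in WT.

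Of the genes lower at MII in WT, 503 were also called lower in KO and 5244 were not, while 112 were called in KO only. Being called in one genotype and not in the other is not a difference between them. Of the 5244 genes, 5008 could be tested in KO, and 4291 of those (85.7%) were at least 2-fold lower at MII in KO too, without passing the threshold. Their median log2 change was −2.77 in WT and −1.97 in KO. These genes were chosen for passing in WT and not in KO, which by itself favours a larger fall in WT. Over all tested genes the median was −1.06 in WT and −1.17 in KO. The direct test of the genotype difference in the GV to MII change called 0 of 20807 genes by edgeR, with 1197 at an unadjusted p under 0.05. TMM scaling called 69, of which 61 were higher, and median-of-ratios scaling called 110, of which 101 were higher, while leaving out the filter on low counts called 346, of which 135 were higher and 211 lower. Here the choice of scaling and filter changed the outcome. Of the 88 genes higher in KO at MII, 72 (81.8%) were among those lower at MII than GV in WT, against 29.3% of the genes tested in both comparisons. The WT MII libraries entered both of these comparisons.

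Ribosomal protein genes and oxidative phosphorylation genes were tested as sets, since the study relates the MII difference to translation and mitochondria. The study drew that relation from these same libraries, so the set tests are not independent of it. At MII the median log2 fold change of KO against WT was 0.94 over 87 ribosomal protein genes and 0.77 over 86 oxidative phosphorylation genes, against 0.30 for all genes. Of these, 72 and 70 genes were higher, and 7 and 5 passed the threshold singly. Camera (limma) gave an adjusted p = 6.77e-08 and an adjusted p = 9.15e-08. The same-numbered correlation was −0.18. With the replicate block the medians were 0.77 and 0.70 (adjusted p = 3.87e-09 for both), and with crossed numbers they were the same (adjusted p = 3.28e-06 and adjusted p = 3.14e-06). Under TMM scaling the medians were 0.51 and 0.45, against −0.01 for all genes. The rotation test fry, which allows for correlation between genes, gave an adjusted p = 0.451 for both, and with TMM scaling an adjusted p = 0.18 and an adjusted p = 0.103. In simulations with movement shared by the genes of a set, camera called 15 of 20 unshifted sets and fry found only 2 of 20 shifted ones, so the p-values of neither settle the difference. For the genotype difference in the GV to MII change, the medians were 0.91 over 89 genes (camera, adjusted p = 5.92e-13) and 0.85 over 86 genes (adjusted p = 5.38e-12), against −0.07 for all genes.

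The position of single libraries bears on these values. Relative to all genes of the same library and to WT GV, ribosomal protein genes stood at −2.20 and −2.27 in the WT MII libraries and at −1.08 and −1.59 in the KO MII libraries. Oxidative phosphorylation genes stood at −1.56 and −1.18 in WT MII and at −0.47 and −0.65 in KO MII. Both KO libraries were therefore above both WT libraries in relative terms. On the spike-in scale, where replicate 2 was the lower one in every group, ribosomal protein genes stood at −2.90 and −3.65 in WT MII and at −1.42 and −3.20 in KO MII. Oxidative phosphorylation genes stood at −2.26 and −2.56 in WT MII and at −0.82 and −2.26 in KO MII. KO was above WT within each replicate number, but KO MII replicate 2 was not above WT MII replicate 1.

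**Figure D4:**
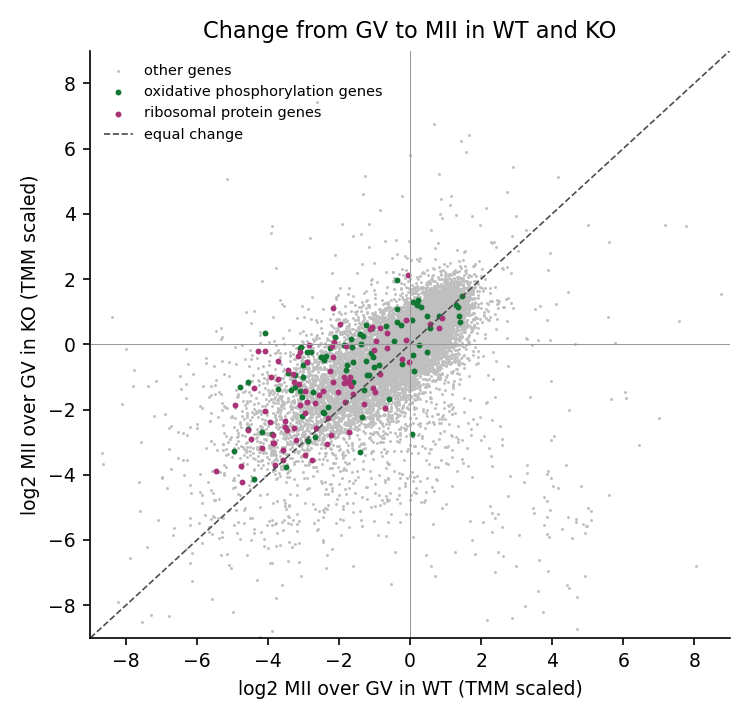
Log2 change from GV to MII in WT (horizontal axis) and KO (vertical axis), TMM scaled, for 13273 genes, of which 5 lie outside the axes, with the line of equal change dashed. Above the line lie 72 of 86 ribosomal protein genes (purple), 65 of 83 oxidative phosphorylation genes (green) and 7522 of all 13273 genes.

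Of the 18 genes fixed from the study's text, 17 could be tested at MII, and *Igf2bp1* (0 to 12 counts per library) could not. The study chose several of them, such as *Rpl39* and *Atp5j2*, for their change in these same libraries. Their p-values here, including those adjusted over the list, are therefore not independent support. Adjusted over all genes by edgeR, 5 were under 0.05, and adjusted over the list alone, 7. Besides *Alkbh5*, these were *Atp5j2* (chromosome 5, 145183698 to 145192062; log2 fold change 3.61 ± 0.74, adjusted p = 4.85e-04), *Rpl39* (chromosome X, 37082520 to 37085402; 3.14 ± 0.78, adjusted p = 0.0125), *Rpl5* (2.89 ± 0.74, adjusted p = 0.0175) and *Rps13* (3.27 ± 0.90, adjusted p = 0.0411). None of these 4 passed with the replicate block, where adjusted p ranged from 0.0624 for *Rpl39* and *Rpl5* to 0.11 for *Rps13*. Counts of *Rpl39* were 2444 and 3274 in WT MII and 21745 and 13022 in KO MII. *Rpl23a* (2.90, adjusted p = 0.118), *Esrrb* (2.31), *Zwint* (1.85), *Ska3* (1.84), *Uchl1* (1.78), *Cdc25b* (1.69), *Birc5* (1.29), *Cdk7* (1.19) and *Igf2bp3* (0.92) had higher estimates in KO without passing over all genes. For *Sept2* (0.25 ± 0.84) and *Igf2bp2* (0.28 ± 0.77) no difference was resolved, and their sign turned under TMM scaling (−0.03 and −0.04). The SEs of *Cdk7* (0.77) and *Igf2bp3* (0.81) were about as wide, so these genes are undecided too. A second identifier with the symbol *Sept2* (ENSMUSG00000116048) had 546 counts in WT GV replicate 2, 397 in KO MII replicate 2 and 0 to 41 elsewhere, and did not pass the filter at MII. For the genotype difference in the GV to MII change, 0 of the 17 passed over all genes and 6 passed over the list. Ribosomal protein genes have many processed pseudogenes, so single counts among them are uncertain.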

Values the study reported

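For KO against WT oocytes, the study gave 244 transcripts higher and 179 lower at GV, 447 higher and 462 lower at GVBD, and 706 higher and 238 lower at MII. It stated that 649 of the 706 were strongly degraded across maturation. From GV to MII it counted 2929 transcripts that fell and 60 that rose in WT, and 1810 that fell in KO. By its count, 1529 transcripts fell in WT alone and 1400 in both genotypes.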

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

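The tests in this part were chosen after the differences between the genotypes had been seen, and before their own values were known, except that the estimated correlation, its TMM form, that of fry and their simulations were added, and the reading of the pseudogene, length and GC tests changed, after results of those tests had been seen. Ribosomal protein genes and oxidative phosphorylation genes stood out because the effect of genotype on them differed between GV and MII by the interaction test. The median log2 difference was 0.91 over 89 ribosomal protein genes, 73 of them positive, and 0.85 over 86 oxidative phosphorylation genes, 67 of them positive, against −0.07 for all genes. Camera gave an adjusted p = 5.92e-13 and an adjusted p = 5.38e-12 with the inter-gene correlation set to 0.01. With the correlation estimated from the residuals, at 0.78 and 0.70, both had an adjusted p = 0.482, and with fry both had an adjusted p = 0.451. With TMM scaling the estimated correlations were 0.40 and 0.27, and both sets had an adjusted p = 0.216, or with fry an adjusted p = 0.103. In simulations of the interaction with spike-in scaling and movement shared by the genes of a set, camera with the set correlation called 15 of 20 unshifted sets, while fry and the estimated correlation found 0 of 20 shifted ones. Camera p-values under 0.05 can thus arise from shared movement alone. How low they became for unshifted sets is not known, and the simulated movement, with an SD of 0.5, was not fitted to these data. The low p-values therefore do not settle a difference, and the high ones do not speak against it.

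Short transcripts or GC content were tested first. All 89 and 86 genes had an annotated length and GC content. Among 10000 random lists matched on expression, length and GC, a share of 0.0046 had as high a median KO against WT difference at MII as the ribosomal protein genes and 0.0048 as the oxidative phosphorylation genes. The lists had median differences of 0.41 and 0.39, against 0.73 and 0.70 for the sets. Genes of random lists move separately, while those of the sets move together, so low shares can arise from shared movement, and a part played by length or GC content is not excluded. The summed counts of 214 ribosomal protein pseudogenes were higher in KO by 0.87 (log2, spike-in scaled) and by 0.74 under TMM. The spike-in scaled sums were 12900 and 8380 in WT MII and 30900 and 11700 in KO MII. The rise thus came mainly from KO MII replicate 1, and KO MII replicate 2 was above WT MII replicate 2 only. Shared reads could make pseudogenes rise with their parent genes, so these values do not rule shared reads out.

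The sets were then compared with other genes that fall as steeply in WT, taking the WT fall from 1 WT MII library and the genotype difference from the other. For ribosomal protein genes, 0.862 of the matched lists had as high a median in 1 library choice and 0.858 in the other. For oxidative phosphorylation genes the shares were 0.329 and 0.0022, so the answer depended on which WT MII library was used. A candidate explanation for the ribosomal protein genes is therefore a difference shared by all transcripts whose counts fall steeply in WT, rather than one specific to translation. Whether that shared difference is biological cannot be told apart from a difference between single pools of oocytes with 2 libraries per group. Within each replicate number KO MII stood above WT MII on the spike-in scale, at −1.42 against −2.90 and −3.20 against −3.65 for ribosomal protein genes, and at −0.82 against −2.26 and −2.26 against −2.56 for oxidative phosphorylation genes. The difference was larger in replicate 1 in both sets.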

How the results depend on the processing

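Each alternative fixed in advance was run. Using ERCC sequences with at least 10 counts in every library kept every count within 1.5 times its value, and so did dropping the fold minimum. The cause of the changes below was not tested. Spike-in scaling shifts all genes together where TMM does not: the median log2 change of all genes was 0.36, 0.23 and 0.30 at GV, GVBD and MII with spike-ins and 0.02, −0.04 and −0.01 with TMM.

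TMM scaling gave 32 genes for KO against WT at GVBD (494 with spike-ins), 43 at MII (141), 599 over all stages (278), 3 for GVBD against GV in WT (10) and 18 in KO (42). It gave 69 for the interaction (0). Median-of-ratios scaling gave 37, 2, 608, 3, 18 and 110 in the same order, and 930 for MII against GV in KO (616). Genes higher made up 57.9% at GV with spike-ins and 42.1% with TMM or 47.6% with median-of-ratios scaling. At GVBD the share was 31.8%, 12.5% and 10.8%, at MII 62.4%, 53.5% and 0%, and over all stages 71.2%, 41.9% and 39.6%. For MII against GV it was 1.27%, 29.4% and 38.8% in WT and 0.162%, 24% and 22.6% in KO. For GVBD against GV it was 80% with spike-ins and 100% with either other scaling in WT, and 16.7% and 27.8% in KO.

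The DESeq2 Wald test gave 783 genes at GV (19 with edgeR), 901 at GVBD, 341 at MII and 1333 over all stages. It gave 3068 for MII against GV in KO, 371 and 225 for GVBD against GV in WT and KO, and 146 for the interaction. In the simulations DESeq2 also made more false calls. Without a filter on low counts the numbers were 666 at GV, 953 at GVBD, 1181 over all stages, 2659 for MII against GV in KO, 528 and 516 for GVBD against GV in WT and KO, and 346 for the interaction (135 higher and 211 lower, where TMM gave 61 and 8). At GVBD, genes with at least 10 counts in every library gave 296 higher and 231 lower (56.2% higher), and DESeq2 gave 52.8% higher, so the excess of lower genes depended on the filter and the test. With genes of at least 10 counts in every library the numbers were 196 at GV, 37 at MII, 821 over all stages, 2454 for MII against GV in KO, 157 and 125 for GVBD against GV, and 63 for the interaction. For GVBD against GV in WT the majority turned from higher (8 of 10) to lower with DESeq2 (115 higher, 256 lower), with at least 10 counts in every library (33 and 124) and with the replicate block (74 and 108). Without a filter it gave 260 higher and 268 lower.

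With all 12 libraries in one model, 0 genes differed at GV (932 at an unadjusted p under 0.05), 12 at GVBD and 219 at MII. MII against GV gave 3839 genes in WT and 2933 in KO, GVBD against GV gave 1 in WT and 0 in KO (706 at an unadjusted p under 0.05), and the interaction gave 2.

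The replicate block gave 0 genes at GV (3009 at an unadjusted p under 0.05), 214 at GVBD and 4 at MII. It gave 2462 for MII against GV in KO, and 182 and 16 for GVBD against GV in WT and KO. For KO against WT over all stages, where same-numbered differences were correlated at −0.01, it gave 673 genes. For the interaction the correlation was −0.09, and the block again gave 0 genes (1102 at an unadjusted p under 0.05), with set medians of 0.79 for ribosomal protein and 0.83 for oxidative phosphorylation genes. The crossed block, chosen after seeing the data, gave 218 genes at GV and 0 at MII (278 at an unadjusted p under 0.05).

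Genes that fell in WT and were not called in KO numbered 5244. The number was 2584 with TMM, 2327 with median-of-ratios scaling, 3440 without a filter, 3100 with at least 10 counts in every library, 3224 with DESeq2, 1744 with all 12 libraries in one model and 3028 with the replicate block. Genes higher in KO at MII that fell in WT numbered 72. The number was 23 with TMM, 31 with at least 10 counts in every library, 213 with DESeq2 and 177 with all 12 libraries in one model. It was 0 with median-of-ratios scaling and with the block, where no gene was called higher at MII (3287 and 2519 at an unadjusted p under 0.05).

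The set medians kept their sign under every scaling, filter and block that was run. The fry test, at the same medians of 0.94 and 0.77 at MII and 0.91 and 0.85 for the interaction, gave an adjusted p = 0.451 for all 4. Estimating the inter-gene correlation, chosen after seeing the data, gave an adjusted p = 0.482 for all 4. Joined with TMM scaling, also chosen after seeing the data, the medians were 0.51 and 0.45 at MII and 0.88 and 1 for the interaction. There fry gave an adjusted p = 0.18 for ribosomal protein genes at MII and an adjusted p = 0.103 for the other 3, and the estimated correlation gave an adjusted p = 0.338, an adjusted p = 0.277, and an adjusted p = 0.216 for the last 2. The MII to GV ratio of endogenous counts per spike-in count in KO was 0.447 as a median over genes, against 0.597.

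Leaving out 1 library at a time left 1 library in an arm of every comparison but the one over all stages, so only values without a test are given. Over all stages from 63 to 918 genes differed across the 12 fits. The median of ribosomal protein genes ranged from −0.22 to 1.41 at MII and from −0.26 to 1.47 for the interaction, with the lowest values without KO MII replicate 1, where the lower KO replicate number stands against both WT numbers. That of oxidative phosphorylation genes ranged from 0.08 to 1.27 and from 0.25 to 1.25. The MII to GV ratio of endogenous counts per spike-in count ranged from 0.461 to 0.719 in WT and from 0.458 to 0.735 in KO. Of the genes called with all libraries, 19 to 19 stayed at least 2-fold in the same direction at GV, 489 to 492 at GVBD and 132 to 141 at MII. For MII against GV, 5515 to 5782 stayed in WT and 614 to 616 in KO, and for GVBD against GV 10 to 10 and 42 to 42. These genes were chosen for their difference in the full data, so the ranges do not show stability.

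Among single named genes, the sign turned for *Sept2* (−0.03 under TMM and under median-of-ratios scaling) and *Igf2bp2* (−0.04 under both). Across the named genes and settings, 300 outcomes were unchanged, 61 lost significance, 1 gained it and 45 changed in size when a library was left out.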

Other observations

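The tests of the replicate numbers and of the position of single libraries were chosen after the results had been seen, and the other tests of this part before their values were known, apart from changes stated where they apply. The 278 genes that differed over all stages were set against other splits of the 12 libraries. Each split kept the KO and WT library of the same stage and number in opposite arms, and the other splits exchanged the labels of 1 to 5 such pairs. Of the 32 splits, 1, the real one, gave as many genes. The other 31 gave between 0 and 2, with a median of 0.

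Several genes named in the comparisons are known for single tissues and were at or near 0 counts in some oocyte libraries and well above it in others. RNA from other cells is a candidate explanation, and lists of further marker genes for platelets, liver and heart were written before it was tested. The relation was first computed over all 12 libraries. After those values had been seen, it was limited to the libraries in which the named genes exceeded 3 counts each on average, because the libraries formed 2 clusters. *Ppbp* and *Nrgn* together had 173 to 1801 counts in 6 libraries and 0 in the other 6. A further 8 platelet genes had 221 to 2231 counts in the first 6 libraries and 2 to 11 in the others. Within the first 6, Spearman's rho was 1 (exact permutation p = 0.00278, adjusted over 3 lists 0.00833) and Pearson's r was 1 (p = 0.00139, adjusted 0.00417), or 0.99 without the 2 libraries farthest from the median, all on spike-in scaled sums. *Cyp3a11* and *Mug1* had 626 to 1687 counts in 6 libraries and 0 to 4 in the others. The 10 further liver genes had 4667 to 22294 and 166 to 355 counts there. Spearman's rho was 0.94 (exact permutation p = 0.0167, adjusted 0.025) and Pearson's r was 0.93 (p = 0.00694, adjusted 0.0104), or 0.97 without the 2 farthest. Scaling divides both sums by the same number and so adds to their correlation. On unscaled counts, computed after these values were seen, rho was 0.77 for platelets and 0.83 for liver (exact permutation p = 0.103 and p = 0.0583, both adjusted to 0.154). Pearson's r was 1 and 0.91 (exact permutation p = 0.00833 and p = 0.0236, adjusted to 0.025 and 0.0354), or 0.99 and 0.41 without the 2 farthest. How closely the amounts follow each other within the 6 libraries is therefore open for liver, where it rests on single libraries, and for platelets depends on the measure. The presence of the signal was tested apart from its amount, also after these values were seen. For platelets and liver the counts were then known not to overlap, so the test restates that separation. All 6 libraries with the named genes exceeded all 6 without them in unscaled counts of the further genes, for platelets and for liver (exact two-sided rank test, p = 0.00216 each, the smallest that 924 arrangements allow, adjusted over 3 lists 0.00325). The replicate numbers held too few such libraries to repeat this within each.

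The platelet signal was present in both WT GVBD libraries and absent from both KO GVBD libraries, and the liver signal was present in both KO GV libraries and near absent from both WT GV libraries. The further platelet genes had 2231 and 2080 counts in WT GVBD against 10 and 11 in KO GVBD, and the further liver genes 21867 and 13582 in KO GV against 170 and 229 in WT GV. RNA of other cells may therefore account for the named differences of *Ppbp*, *Nrgn*, *Cyp3a11* and *Mug1*, without a role of the genotype. Whether it came with the oocytes, from other material handled in the laboratory or from reads assigned to the wrong library cannot be told from these data. For *Tnnt2*, *Ankrd1* and *Actc1*, 12 further heart genes gave rho = 0.17 across 8 libraries (exact permutation p = 0.703) and r = 0.52 (p = 0.196), which turned to −0.47 without the 2 farthest. On unscaled counts rho was −0.02 (exact permutation p = 0.977) and r was −0.04 (p = 0.923), and the libraries with and without the 3 genes did not differ in the further ones (exact two-sided rank test, p = 0.57). That list included genes with high counts in all libraries (2563 to 34871 in sum), and the source of the 3 genes remains open.

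At GVBD, genes at or near 0 in every library of 1 genotype could have made up the excess of lower over higher genes. They made up 25.3% of the genes that differed, and 75 of the excess of 180. Among the others, 237 were lower and 132 higher in KO. Among genes with at least 10 counts in every library, however, 296 were higher and 231 lower. Only 227 of those 527 genes were among the 494 called before. That filter also drops genes because they are near 0 in KO, so it cannot decide the question. The outcome was first read as setting the explanation aside, and is now left open. Genes at or near 0 made up part of the excess, and whether low counts account for the rest cannot be told.

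In all 6 groups replicate 2 had fewer endogenous counts per spike-in count than replicate 1 (exact two-sided sign test, p = 0.0313, the smallest 6 groups allow). A difference between the replicate batches in spike-in dose or RNA recovery may explain this, and it adds to the spread that the tests at single stages faced.

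The fall of spike-in scaled counts from GV to MII might also come from a lower recovery of all RNA at MII. Mitochondrially encoded mRNAs, 13 in number, would then fall with the nuclear genes. In WT their median change exceeded the nuclear one by 0.95 (log2, −0.07 against −1.02), in both replicate numbers. The rule for reading this test was made stricter after its values were seen, which turned the KO outcome from one that fitted a loss of all RNA to an open one. In KO it exceeded it by 0.19 (−1.12 against −1.31), but with opposite signs in the 2 replicate numbers (−1.98 against −0.87, and −0.26 against −1.75). A loss of all RNA alike was thus not seen in WT, and in KO the question stays open.

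The overlap between genes higher in KO at MII and genes that fall in WT might partly arise because the same WT MII libraries entered both comparisons. Across 22004 genes, which are not independent replicates, the 2 changes were correlated at −0.4 with both WT MII libraries in both, as in the overlap. The correlation was −0.5 with 1 shared WT MII library and −0.15 on average (−0.1 and −0.2) with different ones. Sharing the libraries thus made the relation larger, and a smaller one remained that no shared library accounts for. How much of the overlap comes from sharing cannot be told from these correlations.

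Along the WT change from GV (0) to MII (1), computed after TMM scaling, KO MII replicate 1 stood at 0.55 and replicate 2 at 0.81. The distance of 0.26 was larger than that between the WT MII libraries, which was 0.08, or 0.1 with each WT library placed on an axis made without it. On this axis the WT MII libraries, which define it, stood at 1.04 and 0.96. On the axis made without WT MII replicate 1, that library stood at 0.73 and the KO MII libraries at 0.48 and 0.67. On the axis made without WT MII replicate 2, that library stood at 0.63 and the KO MII libraries at 0.44 and 0.68. KO MII replicate 1 was thus the lower in each case, and replicate 2 was close to the WT library left out. The KO MII samples may mix oocytes at different points of the change in unequal shares, a hypothesis that also bears on the ribosomal protein genes. A difference between the pools for any other reason would look the same.

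Several values differ from those quoted from the study. The genes higher in KO numbered 11 at GV, 157 at GVBD and 88 at MII. Each is lower than the value quoted from the study above. The genes lower in KO numbered 8 at GV and 53 at MII. Both are lower than the values quoted from the study above. The genes higher in KO at MII that fell in WT numbered 72. That is lower than the value quoted from the study above. The genes that fell from GV to MII in WT numbered 5747. That is higher than the value quoted from the study above. By edgeR, the genes that fell in KO numbered 615 and those that fell in both genotypes 503. Both are lower than the values quoted from the study above. The genes that fell in WT alone numbered 5244. That is higher than the value quoted from the study above. The study used DESeq2, which changed several of these comparisons. It also kept only transcripts above a minimum expression (FPKM), a filter that was not applied here. The counts set side by side therefore cover different sets of genes, with DESeq2 as with edgeR. With DESeq2 and spike-in scaling, 626 genes were higher in KO at GV, 5482 fell in WT, 3052 fell in KO, 2258 fell in both and 3224 in WT alone. Each is higher than the value quoted from the study above. With DESeq2, 257 genes were higher and 84 lower in KO at MII, 213 of the former fell in WT, and 38 genes rose in WT. Each is lower than the value quoted from the study above. With DESeq2, 157 genes were lower in KO at GV, and 476 were higher and 425 lower at GVBD. These lie within 1.5 times of the values quoted from the study above.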
